# H3K9 Promotes Under-Replication of Pericentromeric Heterochromatin in Drosophila Salivary Gland Polytene Chromosomes

**DOI:** 10.3390/genes10020093

**Published:** 2019-01-29

**Authors:** Robin L. Armstrong, Taylor J. R. Penke, Samuel K. Chao, Gabrielle M. Gentile, Brian D. Strahl, A. Gregory Matera, Daniel J. McKay, Robert J. Duronio

**Keywords:** Endoreplication, under-replication, Drosophila, H3K9, heterochromatin, H4K16

## Abstract

Chromatin structure and its organization contributes to the proper regulation and timing of DNA replication. Yet, the precise mechanism by which chromatin contributes to DNA replication remains incompletely understood. This is particularly true for cell types that rely on polyploidization as a developmental strategy for growth and high biosynthetic capacity. During *Drosophila* larval development, cells of the salivary gland undergo endoreplication, repetitive rounds of DNA synthesis without intervening cell division, resulting in ploidy values of ~1350C. S phase of these endocycles displays a reproducible pattern of early and late replicating regions of the genome resulting from the activity of the same replication initiation factors that are used in diploid cells. However, unlike diploid cells, the latest replicating regions of polyploid salivary gland genomes, composed primarily of pericentric heterochromatic enriched in H3K9 methylation, are not replicated each endocycle, resulting in under-replicated domains with reduced ploidy. Here, we employ a histone gene replacement strategy in *Drosophila* to demonstrate that mutation of a histone residue important for heterochromatin organization and function (H3K9) but not mutation of a histone residue important for euchromatin function (H4K16), disrupts proper endoreplication in *Drosophila* salivary gland polyploid genomes thereby leading to DNA copy gain in pericentric heterochromatin. These findings reveal that H3K9 is necessary for normal levels of under-replication of pericentric heterochromatin and suggest that under-replication at pericentric heterochromatin is mediated through H3K9 methylation.

## 1. Introduction

Proper genome duplication is essential for normal development and tissue homeostasis. In diploid cells, genome duplication and cell proliferation occur via canonical G1→S→G2→M cell cycles in which origins of replication are specified during G1 phase, DNA replication occurs during S phase and chromosome segregation and cell division occur during M phase [1]. Many diploid organisms, including humans, contain tissues composed of cell types with a polyploid genome, a phenomenon called endopolyploidy that serves as a developmental strategy for tissue growth and generating cells with high biosynthetic capacity [2,3,4]. Although endopolyploidy is a common feature of normal development in both plants and animals, polyploidy can also result from mis-regulation of the canonical diploid cell cycle and is commonly associated with human disease [4,5]. Therefore, determining mechanisms that regulate polyploid cell cycles is important for understanding both normal and pathological development.

Polyploidy often arises from endoreplication, a cell cycle in which repetitive rounds of DNA replication occur without intervening mitosis and cell division [2,3,4,5,6,7,8]. The giant polytene chromosomes of the polyploid cells of the *Drosophila* larval salivary gland have long served as a model experimental tissue for understanding endoreplication [8,9]. During late embryonic and larval development, approximately ten endoreplication cycles yield a final ploidy of ~1350C in salivary gland cells [9,10]. These polyploid cells use the same *trans*-acting factors as diploid cells to control DNA replication initiation [9], which occurs stochastically from many origins of replication throughout S phase, yielding reproducibly earlier and later replicating domains [11]. However, replication is not uniform across the salivary gland polyploid genome as it is in diploid cells. Whereas the earlier replicating regions of the genome are duplicated each endocycle, the latest replicating regions are not replicated each endocycle, resulting in under-replicated domains [10,12]. Stalled replication forks at these under-replicated domains cause DNA damage, resulting in deletions that contribute to copy number reduction (<1350C) [13,14]. Under-replicated domains also occur in mammalian polyploid cells [15] and share characteristics of mammalian diploid cell fragile sites [7]. Thus, the study of the origin and properties of under-replicated domains in polyploid genomes will help us understand general features of genome organization and stability.

The mechanistic basis for under-replication is not completely understood but recent studies suggest contributions from regulating origin firing and replication fork progression [7,16]. In both diploid and polyploid cells the timing of DNA replication initiation during S phase correlates with chromatin organization: transcriptionally active, accessible euchromatin generally replicates earlier during S phase whereas transcriptionally repressive, inaccessible heterochromatin generally replicates later [17,18,19,20,21,22,23]. This differential replication timing is regulated, in part, by non-uniform distribution of origins of replication throughout the genome. Euchromatic regions of the genome have a higher density of origins relative to heterochromatic regions, resulting in a higher probability of DNA replication initiation in euchromatin relative to heterochromatin [16,24,25,26]. However, a paucity of origins is an insufficient explanation for under-replication in polyploid cells because some regions of the genome that constitutively lack origins are not under-replicated in all *Drosophila* polyploid cell types [16,27]. Rather, reduced origin density coupled with inhibition of replication fork progression contribute to under-replication within polyploid genomes [16,27,28,29]. The latest replicating regions located within pericentric heterochromatin experience the greatest degree of under-replication. 

Several heterochromatin-associated proteins contribute to under-replication in the *Drosophila* salivary gland. Heterochromatin Protein 1a (HP1a) binds di- and tri-methylated H3K9, which is enriched in pericentric heterochromatin and facilitates heterochromatin formation through multimerization of HP1a molecules and recruitment of other heterochromatin-associated factors [30,31,32]. The SuUR (Suppressor of Under-Replication) protein, a SNF2-like component of silent chromatin in both diploid and polyploid cells [33], localizes to late replicating heterochromatin and inhibits DNA replication fork progression to promote under-replication [28,33,34,35]. HP1a and SuUR recruitment to *Drosophila* salivary gland chromosomes are interdependent on one another: both the absence and over-expression of HP1a disrupt SuUR chromatin binding and over-expression of SuUR results in mis-localization of HP1a to ectopic SuUR sites [36]. Furthermore, tethering either SuUR or HP1a to earlier replicating regions of salivary gland polytene chromosomes is sufficient to delay replication but not to induce under-replication [20]. Rif1 (Rap1-Interacting Factor 1) and the linker histone H1 both directly interact with SuUR and are required for under-replication [29,37]. H1 functions upstream of SuUR and is required for SuUR chromatin binding [37]. Furthermore, although Rif1 directly regulates replication fork progression in a SuUR-dependent manner, SuUR localization to under-replicated regions is independent of Rif1 [29].

In contrast to our current understanding of the contributions of *trans*-acting factors, the roles in endoreplication and under-replication of individual histone tail residues that impact chromatin organization have not been determined. The ninth lysine on histone H3 (H3K9) and the sixteenth lysine on histone H4 (H4K16) have been implicated in promoting S phase progression through studies that modulate factors that catalyze (writers) or bind (readers) the post-translational modifications of these residues [38,39,40,41]. Notwithstanding their importance, these studies cannot directly determine whether H3K9 and H4K16 themselves regulate S phase progression, as histone modifying enzymes also modify non-histone substrates [42,43,44]. To address this issue, we employed a strategy in *Drosophila* to generate histone mutant genotypes, an approach that is not currently feasible in other animals due to the large number of replication-dependent histone genes. The strategy involves deleting the endogenous wild type histone genes and replacing them with transgenic copies encoding an amino acid substitution that prevents post-translational modification of a particular histone residue [45,46].

We recently demonstrated that, in contrast to mutation of H3K9 writers, readers and erasers, *H3K9R* mutant *Drosophila* diploid wing imaginal discs have only a modestly reduced S phase index, suggesting a small role played by H3K9 in canonical S phase progression [21]. We observed a similarly modest effect on S phase progression in *H4K16R* wing imaginal disc cells [47]. Here, we utilize replication-dependent *H3K9R* and *H4K16R* mutations to probe the role of heterochromatin and euchromatin, respectively, in cell cycle phasing, DNA replication timing and under-replication in *Drosophila* salivary gland polytene chromosomes. We demonstrate that H3K9 regulates endoreplication whereas H4K16 is largely dispensable. Furthermore, we demonstrate that H3K9 promotes under-replication of pericentric heterochromatin whereas under-replication along chromosome arms is H3K9-independent. 

## 2. Materials and Methods

### 2.1. Drosophila Larval Culturing 

All fly stocks were maintained on standard corn medium and crossing schemes to generate engineered replication-dependent histone genotypes were performed as in Reference [21]. Fifty GFP-positive Histone Wild Type (*HWT*), *H3K9R* or *H4K16R* larvae were cultured independently of their phenotypically wild type, GFP-negative siblings by manually moving first-instar larvae into vials of standard corn medium and allowing them to develop until third instar larvae. Note that only the replication-dependent *H3* and *H4* histone genes were mutant in this study.

### 2.2. Salivary Gland Polytene Chromosome Immunofluorescence

Pre-wandering third-instar larvae were staged using the following criteria: crawling on top of the media, not displaying wandering behavior on vial edges and no longer eating. Salivary glands were dissected from pre-wandering third-instar larvae in 1× PBT (0.1% Triton X-100 in PBS, pH 7.5). Glands were permeabilized and fixed in the following solutions: (1) 2 min in (3.7% Paraformaldehyde, 1× PBT), (2) 2 min in (3.7% Paraformaldehyde, 50% Acetic Acid) and moved to (3) 1:2:3 Lactic Acid: dH_2_O: Acetic Acid on a siliconized coverslip. Spread polytene chromosomes were flash frozen in liquid N_2_ and stored in 1× PBT until all slides were completed. Polytene chromosome spreads were incubated in Image-iT FX Signal Enhancer (Thermo Fisher) for 30 min at room temperature, stained with 1:500 mouse anti-PCNA (Abcam; ab29) and 1:1500 mouse anti-HP1a (DSHB; C1A9) in 1× PBT overnight at 4 degrees, treated with 0.2µg/mL DAPI for 5 min at room temperature, mounted in ProLong Gold antifade reagent and imaged on a Leica confocal microscope. PCNA patterns were staged according to the following criteria: ER) dim PCNA signal across chromosome arms with few gaps between bands of PCNA signal; E-MR) bright PCNA signal across chromosome arms with few, distinct gaps between bands of PCNA signal; M-LR) thick bands of PCNA signal across chromosome arms with large gaps between bands of PCNA signal and bright chromocenter PCNA signal; LR) thin bands of PCNA signal across chromosome arms with large gaps between bands of PCNA signal and chromocenter PCNA signal; VLR) dim, sparse PCNA signal primarily at the chromocenter; NR) no PCNA signal.

### 2.3. Sample Preparation for Genome Sequencing

Salivary glands from female, wandering third-instar larvae were isolated and flash frozen in liquid N_2_ until all samples were collected. Nuclei were isolated from replicates of 25 salivary glands and sonicated with a Branson Sonifier 450 to an average fragment size distribution of 500–1000 bp. Sonicated samples were treated with 100 µg/mL RNaseA at 37 °C for 1 h and with 200 µg/mL proteinase K at 37 °C for 2 h. Genomic DNA was phenol chloroform extracted and stored at −80 °C prior to library preparation. Libraries were prepared from 20 ng of genomic DNA with the ThruPLEX DNA-seq kit (Rubicon Genomics) and sequenced on an Illumina HiSeq2500 at the UNC High-Throughput Sequencing Core Facility. Sequencing data can be obtained using GEO accession number GSE125505.

### 2.4. Bioinformatics

Paired-end 100bp reads were trimmed using Trimmomatic (v0.36) with LEADING:30 and TRAILING:30 parameters and aligned to the dm6 reference genome (release 6.04) using Bowtie2 (v2.3.2) default parameters. Reads with a MAPQ score greater than 10 were retained with SAMtools (v1.6), which removes reads with low confidence mappability that often include simple repeats. Thus, reads within heterochromatin map uniquely; see [21,48,49]. BEDTools coverage (v2.25.0) was used to quantify the number of reads mapping to 10kb windows tiled across the genome, with results normalized to read depth [50]. CNVnator 0.3.3 was used for the detection of under-replicated sequences using a bin size of 1000 [51]. Under-replicated domains were called if they were: (1) detected by CNVnator and (2) greater than 10kb in size. Pericentromeric and chromosome arm boundaries were defined by high levels of H3K9me2 enrichment as in References [52,53]. A p value of 0.001 was used as the statistical significance cutoff for all bioinformatic analyses. modENCODE H3K9me2 ChIP-seq data from whole third instar larvae (GEO accession number GSE47260) was used for analyses and LOESS regression lines were generated with span = 0.02.

## 3. Results

We used our histone gene replacement platform to generate *H3K9R* and *H4K16R* mutant larvae and determine whether replication-dependent H3K9 and H4K16 are necessary for endoreplication in the *Drosophila* salivary gland. The approximately ten salivary gland endoreplication cycles occur from 7–96 h after egg deposition and are completed by the wandering third-instar larval stage of development [9,10]. To visualize nuclei actively undergoing DNA replication, we prepared salivary gland polytene chromosome spreads from pre-wandering third-instar larvae and stained them with an antibody against Proliferating Cell Nuclear Antigen (PCNA), as done previously [11,37]. PCNA travels with the replisome and functions as a DNA polymerase processivity factor [54] and thus serves as a cytological marker of active replication forks [55]. Consequently, PCNA-positive polytene chromosome spreads are undergoing endo-S phase whereas PCNA-negative polytene chromosome spreads are not (i.e., G phase) (Figure 1A).

As a general assessment of endocycle progression, we first determined an S phase index for each mutant genotype. Whereas approximately 60% of Histone Wild Type control (*HWT*; *n* = 211) and *H4K16R* mutant (*n* = 284) polytene chromosome spreads were in S phase (i.e., PCNA-positive) (Figure 1B), only ~30% of *H3K9R* (*n* = 286) mutant salivary glands were in S phase (Figure 1B; *p* < 0.0001). These data suggest that H3K9 is required for proper endocycle progression in the *Drosophila* salivary gland whereas H4K16 is dispensable. Consistent with this interpretation, *H3K9R* mutant salivary glands are smaller than *HWT* control glands at early larval stages (Figure 1C). However, because development is delayed by ~24 h in *H3K9R* mutants [48], they eventually attain a similar size as *HWT* control glands by the pre-wandering stage (Figure 1C).

In the salivary gland polytene chromosome spreads, the largely euchromatic chromosome arms extend from a single chromocenter composed of the pericentric heterochromatin from each of the four chromosomes (Figure 1A). Genome-wide patterns of active replication change throughout the duration of S phase, with chromosome arms replicating earlier and the chromocenter replicating later. In addition, the euchromatin along chromosome arms (DAPI-dim inter-bands; Figure 1E) replicates earlier than intercalary heterochromatin (DAPI bright bands; Figure 1E), resulting in changing patterns of PCNA staining that can be used to monitor S phase progression. As performed previously [28,37], we binned polytene chromosome spreads from pre-wandering third-instar larvae into one of six RT categories based on the pattern of active replication as determined by PCNA staining: early-replicating (ER), early/mid-replicating (E-MR), mid/late-replicating (M-LR), late-replicating (LR), very late-replicating (VLR) and non-replicating (*n*R) (Figure 1A; Materials and Methods). If either histone mutation affected endoreplication, such as the time during S phase when either euchromatin or heterochromatin replicates (i.e., replication timing or RT), we would expect a change in PCNA staining patterns and/or a change in the distribution of these categories relative to control.

H4K16 acetylation is found in euchromatic regions of the genome while H3K9 methylation is enriched in heterochromatin [56]. Consequently, *H4K16R* and *H3K9R* mutants might influence earlier and later replicating regions of the genome, respectively. However, we recently demonstrated that genome-wide RT in female diploid wing imaginal disc cells is unchanged in *H4K16R* mutants [21]. Furthermore, pericentric heterochromatin in these cells generally remains late replicating in *H3K9R* mutants, although select domains within the pericentromeres advance replication timing [21]. Despite modest RT effect in diploid cells of these histone mutant wing discs, we next asked whether H3K9 and H4K16 directly contribute to RT during endoreplication in the salivary gland. Our single-blind analysis revealed a significant difference in RT pattern distributions between both *H3K9R* (*n* = 65; *p* < 0.00001) and *H4K16R* (*n* = 101; *p* = 0.004956) when compared to *HWT* control (*n* = 96) (Figure 1D). The *H4K16R* and *HWT* RT distributions were similar, with M-LR as the most prevalent RT category in each genotype. However, the *H4K16R* RT distribution shifts from M-LR to earlier replicating patterns (ER and E-MR) relative to *HWT* control (Figure 1D). In contrast, the M-LR RT category was the least prevalent in *H3K9R* mutants and the overall distribution of *H3K9R* RT categories was obviously different than either *HWT* or *H4K16R*. This distribution shows a biphasic shift, with increases in both earlier (ER and E-MR) and VLR RT patterns relative to *HWT* control (Figure 1D). High magnification images revealed that for both histone mutants PCNA staining in early-mid S phase chromosomes occurs in DAPI-dim inter-bands and in late S phase PCNA staining occurs in DAPI-bright bands, as in the *HWT* control (Figure 1E). These data suggest that the timing of replication of intercalary heterochromatin is not advanced in either histone mutant and that large-scale changes in RT are not solely responsible for the change in distribution of RT categories.

We posited that the increased proportion of *H3K9R* mutant chromosomes with a VLR PCNA pattern (where replication is occurring primarily at the chromocenter) represents more extensive replication of normally under-replicated sequences at the pericentromeres. This hypothesis predicts that following completion of all endoreplication cycles, *H3K9R* mutants would have increased copy number at normally under-replicated sequences compared to both *H4K16R* mutants and *HWT* controls. To test this hypothesis, we subjected genomic DNA isolated from *H3K9R*, *H4K16R* and *HWT* wandering third-instar larval salivary glands to Illumina sequencing (Figure 2A–C; Figure S1A–D). 

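DNA came from salivary glands of female larvae of 3 genotypes, in which transgenes supplied the replication-dependent histone genes. The transgenes encoded unmodified histones in HWT, H3 with arginine in place of lysine 9 in H3K9R and H4 with arginine in place of lysine 16 in H4K16R. Each genotype had 2 libraries, each made from 20 ng of DNA from 25 glands and sequenced with paired 100 bp reads. The authors counted aligned reads with a MAPQ above 10 in 10 kb windows of the dm6 assembly, normalized the counts to the reads of each library (RPM) and averaged the 2 libraries of each genotype. The values analysed here are these averages at the windows the authors assigned to under-replicated domains of HWT. They carry no SD, since the 2 tables analysed here hold averages alone. Every average was, however, the sum of whole read numbers divided by 2 library totals, and 100% of the averages gave whole numbers of reads for a single pair of totals. The reads of each library were therefore derived from the averages. The 2 libraries of a genotype are called the deeper and the shallower, because the averages do not tell which replicate is which. Their totals were 25799522 and 25408559 reads in HWT, 22341893 and 18681787 reads in H3K9R and 26685461 and 23148290 reads in H4K16R. A median of between 645.5 and 1099.5 reads per library fell in an arm window, and between 360 and 934 reads in a pericentric window. The comparisons below use the log2 ratio of the averaged RPM of a mutant to that of HWT, without a pseudocount, and leave out windows at 0 in either genotype. Every value from the derived libraries was computed after the averages had been examined.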

At this developmental stage, endoreplication cycles have ceased and salivary gland cells have reached their final ploidy. DNA copy number profiles from two biological replicate samples were generated by determining the normalized read count of paired-end 100bp reads at 10kb windows tiled across the genome. 

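Over the 2189 different windows at under-replicated domains, Pearson's r between the RPM of the 2 derived libraries was 0.995 in HWT, 0.993 in H3K9R and 0.995 in H4K16R. These are correlations across windows of a pair of libraries, and windows are not independent replicates. The median absolute log2 difference between the libraries, at windows with at least 5 RPM, was 0.07 in each genotype. The squared difference between libraries was 2.10 times that of read counting alone in HWT, 2.07 times in H3K9R and 1.96 times in H4K16R.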

The replicate samples from each of the three genotypes correlated well with each other (Figure S1D). Therefore, for all subsequent analyses, we used the averaged reads per million (RPM) normalized values of the two replicates per genotype (Figure S1A–C).

To identify DNA copy number differences genome-wide, we determined normalized copy number values at 10 kb windows along all major chromosome scaffolds (2L, 2R, 3L, 3R, 4 and X) for *H3K9R* or *H4K16R* and *HWT* control (Figure S1A–C). The data were plotted as a log_2_ transformed mutant/*HWT* ratio of normalized read counts, resulting in a relative copy number change for each 10kb window (Figure 2C). The most striking feature of these data is an increase in DNA copy number at *H3K9R* pericentromeres (*p* < 2.2 × 10^−16^; Student’s *T* test) (Figure 2A,C; Figure S1A,B). 

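Among pericentric windows at under-replicated domains, the median H3K9R/HWT log2 ratio was above 0 on every chromosome. It was 0.72 over 89 windows of chromosome 2L, 1.35 over 367 windows of 2R and 1.12 over 371 windows of 3L. It was 1.28 over the windows of 3R, 0.67 over 8 windows of chromosome 4 and 1.45 over 141 windows of X. The share of windows with a higher copy number in H3K9R ranged from 75% on chromosome 4 to 98.7% on 3L. Pericentric windows outside these domains are not analysed here.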

Some *H3K9R* pericentric regions are enriched sixteen-fold relative to *HWT* control. These whole genome sequencing data suggest that increased copy number at pericentromeres may contribute to the observed disorganization and enlargement of *H3K9R* chromocenters that we reported previously (Figure 2D) [48]. In addition, when considered as a whole, the DNA copy number along chromosome arms in *H3K9R* mutants shows a slight but statistically significant (*p* < 2.2 × 10^−16^), decrease relative to *HWT* control (Figure 2C). This decrease may result from a larger proportion of *H3K9R* mutant reads mapping to pericentric regions, causing a corresponding relative decrease in the number of reads for other genomic regions and thus is not likely biologically meaningful. In contrast to the *H3K9R* results, we find that DNA copy number in *H4K16R* mutants is not significantly different than *HWT* controls either at pericentric regions or along chromosome arms (Figure 2B,C; Figure S1A,C). 

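At 4 pericentric windows the averaged RPM in H3K9R was at least 16-fold that in HWT, namely 2R 3100001 to 3120000 and 2R 3140001 to 3160000 on dm6. All 4 lie in introns of the protein-coding gene dpr21 (FBgn0260995), which the annotation places on the plus strand from 3066499 to 3191011. The highest ratio was at 2R 3110001 to 3120000, where the averaged RPM was 59.5 in H3K9R, 3.13 in HWT and 4.27 in H4K16R, a 19.0-fold increase in H3K9R. At 2R 3150001 to 3160000 the increase was 18.5-fold, from 2.22 RPM in HWT to 41.1 RPM in H3K9R. At 2R 3140001 to 3150000 it was 16.5-fold and at 2R 3100001 to 3110000 it was 16.2-fold. Between 88.7% and 100% of the 100-base sequences of these windows occur once in the assembly. With limma on log2(RPM + 1) of the 6 derived libraries, the window with the highest ratio rose by 3.88 (standard error 0.13, adjusted p = 8.29e-08 with Benjamini-Hochberg adjustment over 2177 windows). Both H3K9R libraries were above both HWT libraries at all 14 listed windows that overlap dpr21, where the median log2 ratio was 3.73. The denominators were small, and with 1 RPM added to both genotypes 0 windows reached 16-fold. Leaving out 1 library at a time gave between 3 and 8 such windows.

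**Figure D1:**
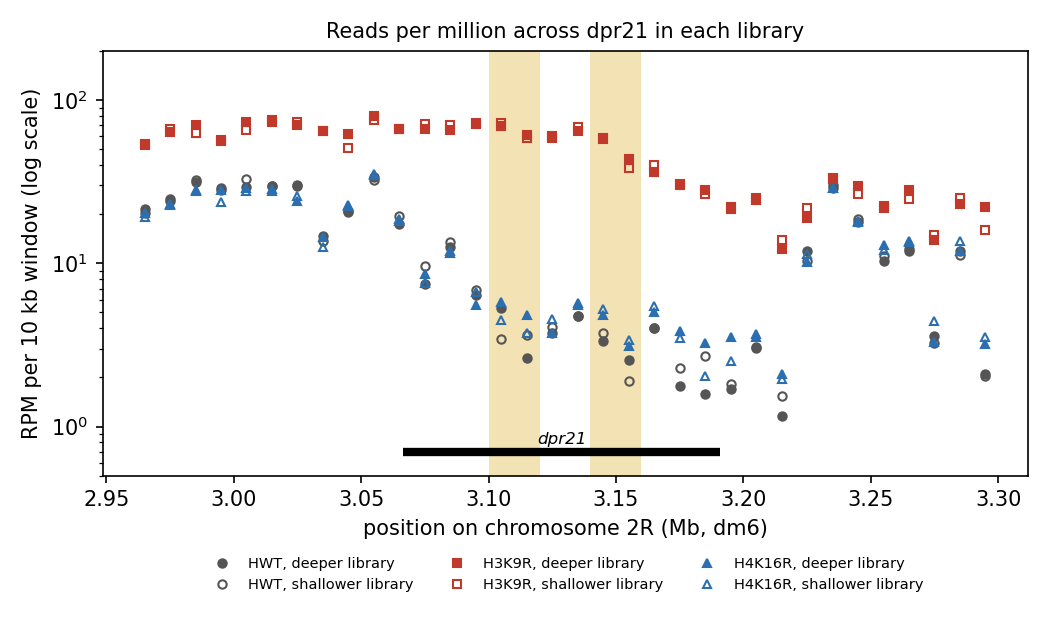
RPM (log scale) of each derived library at the listed 10 kb windows of chromosome 2R from 2960001 to 3300000 on dm6, with the windows of at least 16-fold shaded and dpr21 drawn as a bar. Over the windows that overlap dpr21, averaged RPM ran from 21.7 to 71.9 in H3K9R, from 1.76 to 18.4 in HWT and from 2.65 to 18.5 in H4K16R.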

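The 1381 different pericentric windows at under-replicated domains took 29499.1 RPM in HWT, which is 2.95% of the reads. They took 60462.5 RPM in H3K9R (6.05% of the reads) and 29851 RPM in H4K16R (2.99%). These windows cover 13.8 Mb in every genotype. The 808 different arm windows at under-replicated domains cover 8.08 Mb and took 32245.5 RPM in HWT, 28629.2 RPM in H3K9R and 32695.7 RPM in H4K16R. The reads added in these pericentric windows lower the share left for all other sequence by a log2 value of -0.047 in H3K9R and of -0.00052 in H4K16R. Reads on sequence outside the listed windows are not part of this sum.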

In agreement with these data, the *H4K16R* chromocenter is cytologically similar to the *HWT* control (Figure 2D,E). 

These whole genome sequencing data suggest that *H3K9R* mutants, but not *H4K16R* mutants, are defective in under-replication. To assess this possibility more directly, we next identified under-replicated domains in *H3K9R*, *H4K16R* and *HWT* using CNVnator, a highly sensitive method for copy number variation detection based on a statistical analysis of read depth of short reads [51]. This method was used previously in *Drosophila* [29]. We required that under-replicated domains called by CNVnator be greater than 10 kb. Using this criterion, we detected 101 under-replicated domains in *HWT* control salivary glands, 86 and 98 of which overlap with domains identified in *H3K9R* and *H4K16R* mutants, respectively. 

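The domain boundaries and the domains called in the mutants are not analysed here. Joining the HWT windows that adjoin each other gave 85 stretches on 6 chromosome scaffolds. The 36 pericentric stretches were 20 to 3570 kb long, with a median of 170 kb. The 49 stretches on chromosome arms were 10 to 480 kb long, with a median of 140 kb. Joining windows up to 10 kb apart gave 83 stretches in place of 85.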

The size distribution of under-replicated domains in each of the three genotypes were similar, with sizes ranging from 11 kb to over a megabase and medians ranging from 127 kb to 138 kb (Figure 3A). 

We used the 101 under-replicated domains identified in *HWT* salivary glands to more closely investigate under-replication in *H3K9R* and *H4K16R* mutants. We also included in our analysis previously published Illumina sequencing data from *SuUR* mutant salivary glands, which have reduced under-replication both at pericentromeres and along chromosome arms [35]. When we use 10kb windows to compare DNA copy number at under-replicated domains between each mutant genotype and their respective controls, we observe a significant reduction of under-replication in both *SuUR* and *H3K9R* mutants (*p* < 2.2 × 10^−16^; Student’s *T* test) (Figure 3B). In addition, we found a small but statistically significant decrease in copy number at fully replicated regions in *H3K9R* mutants (*p* = 8.25 × 10^−7^; Student’s *T* test), which as noted above most likely results from the way the sequencing data was analyzed rather than a biological phenomenon (Figure 3B). In contrast, we found no significant changes in copy number at either subset of genomic regions in *H4K16R* mutants (Figure 3B). These data suggest that copy number differences between *H3K9R* and *HWT* are due to failure of the normal under-replication mechanism. 

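Over all 2182 listed windows with a ratio, in pericentric heterochromatin and arms together, the median H3K9R/HWT log2 ratio was 0.56, with quartiles of -0.12 and 1.49. The averaged RPM of a window was 28.4 in HWT and 41.0 in H3K9R. The paper names a Student's T test, and its text does not state whether windows were paired, whether variances were taken as equal, or whether RPM or log2 values were used. Taken here as two-sided and unpaired with equal variances on the averaged RPM of these windows, the paper's Student's T test gave p = 6.43e-69, with neighbouring windows treated as independent. A higher copy number in H3K9R was found at 65.2% of the windows. Both H3K9R libraries were above both HWT libraries at 61.5% of the windows and below them at 28.1%, where chance gives 16.7% for each. SuUR data and fully replicated windows are not analysed here.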

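At the same windows the median H4K16R/HWT log2 ratio was 0.04, with quartiles of -0.06 and 0.18, and the averaged RPM of a window was 28.8 in H4K16R. The paper's Student's T test gave p = 0.553 for this comparison. Both H4K16R libraries were above both HWT libraries at 37.1% of the windows and below them at 19.8%.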

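Of the 2195 windows listed by the authors at under-replicated domains of HWT, 1383 were assigned to pericentric heterochromatin and 812 to chromosome arms. The pericentric list repeats 2 windows and the arm list repeats 4. In 12 pericentric windows no read was counted in any genotype. The median averaged RPM of HWT was 15.7 at pericentric windows and 40.8 at arm windows. A median of 49.5% of the 100-base sequences of a pericentric window occur once in the assembly, against 100% in an arm window.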

We next partitioned the 101 under-replicated regions identified in *HWT* into those located on chromosome arms and those located within pericentric heterochromatin. For this purpose, pericentric heterochromatin was defined by high levels of H3K9me2 enrichment as described previously [52,53]. When considering all under-replicated domains within pericentric heterochromatin, we observed a significant increase in copy number in *H3K9R* mutants (*p* < 2.2 × 10^−16^) relative to *HWT* control (Figure 3C,D). Furthermore, 10/48 (21%) under-replicated domains identified in *HWT* pericentric heterochromatin were not identified using CNVnator in *H3K9R* mutants, suggesting a strong suppression of under-replication in these 10 domains. 

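The median H3K9R/HWT log2 ratio over 1370 pericentric windows was 1.21, a 2.31-fold increase, with quartiles of 0.63 and 1.93. The averaged RPM of a window rose from 21.6 in HWT to 44.2 in H3K9R. The paper's Student's T test on these windows gave p = 2.22e-122, with neighbouring windows treated as independent. Copy number was higher in H3K9R at 1299 windows (94.8%), at least 2-fold higher at 810 windows and at most 0.5-fold at 0 windows. The median RPM of a library was 15.8 and 15.4 in HWT against 42.2 and 41.5 in H3K9R. With 2 libraries against 2, the exact permutation test of these medians (two-sided) gave p = 0.33, the smallest p it allows. The 4 pairings of an H3K9R with an HWT library gave median log2 ratios from 1.19 to 1.23, a spread far smaller than the increase. Of the alternatives, the mean over the 36 stretches of adjoining windows moved the value the most, to 0.77. The highest value was 1.57, at the 319 windows in which at least 80% of the 100-base sequences occur once in the assembly. Both choices were made after the data were seen. With limma at an adjusted p cutoff of 0.001, 1084 windows were higher in H3K9R and 0 were lower, and at a cutoff of 0.05 the numbers were 1231 and 12. The lowest ratio at a window with at least 1 RPM in HWT was on chromosome 4 from 1200001 to 1210000 in an intron of Mitf (FBgn0263112), at 0.604-fold, where only 1.05% of the 100-base sequences occur once in the assembly. The next lowest were 3L 24620001 to 24630000 at 0.733-fold and 3R 1 to 10000 at 0.743-fold. Their adjusted p from limma was 0.0392, 0.0662 and 0.0201.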

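At the 812 arm windows the median H3K9R/HWT log2 ratio was -0.22, a 0.857-fold change, with quartiles of -0.39 and -0.06. The averaged RPM of a window was 39.9 in HWT and 35.6 in H3K9R. The Student's T test that the paper names, in the unpaired form on averaged RPM, gave p = 4.43e-06. Copy number was higher in H3K9R at 15.3% of the windows and lower in both libraries than in both HWT libraries at 70.6%. The median RPM of a library was 40.7 and 40.6 in HWT and 35.0 and 34.6 in H3K9R, and single pairs of libraries gave log2 ratios from -0.23 to -0.21. The exact permutation test of these library medians again gave the smallest p it allows, 0.33. When RPM was scaled so that the arm windows with the top 10% of HWT RPM had a median ratio of 1, the median log2 ratio of the arms was -0.085 and the paper's Student's T test gave p = 0.441. With limma at an adjusted p cutoff of 0.001, 156 arm windows were lower in H3K9R and 22 were higher.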

When considering copy number at under-replicated domains along chromosome arms, we observed a small but statistically significant (*p* < 4.429 × 10^−10^) decrease in copy number in *H3K9R* mutants relative to *HWT* control (Figure 3C,D). This decrease in copy number may result from the 18 newly identified under-replicated domains in *H3K9R* that were not identified in *HWT* or may result from the sequencing analysis as noted above. In contrast to these data, *SuUR* mutants have reduced under-replication both at pericentric heterochromatin and along chromosome arms (Figure 3C) [29,35]. 

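Of the 49 stretches on chromosome arms, 38 had a median H3K9R/HWT log2 ratio below 0 and 11 above 0, with a median of -0.13 over stretches. With stretches in place of windows as the unit, the unpaired form of the paper's Student's T test on their averaged RPM gave p = 0.796. That form sets the decrease against the spread of RPM between stretches. On the ratios of the stretches, an exact sign test (two-sided) gave p = 0.000142, and the paired form of the paper's Student's T test gave p = 0.141 for a mean log2 ratio of -0.081, both chosen after the data were seen. Both measure the spread between stretches of the same libraries, not between biological replicates. The median log2 ratio of arm windows was -0.29 on 2L, -0.12 on 2R, -0.34 on 3L, -0.27 on 3R and -0.06 on X. The longest stretch was X 20530001 to 21010000 with 28 genes, at -0.17. The lowest stretch was 3L 15200001 to 15480000, which holds 14 genes including Tollo and Toll-6, at -0.60. Its averaged RPM per window was 35.6 in HWT, 25.3 in H3K9R and 37.5 in H4K16R. It contains the window with the lowest ratio, 3L 15350001 to 15360000, which fell from 27.3 RPM in HWT to 14.3 RPM in H3K9R, with an adjusted p of 3.23e-06 from limma. The next lowest windows were 3R 16810001 to 16820000 in abd-A (FBgn0000014) at 0.552-fold and 3L 18350001 to 18360000 at 0.556-fold. All 100-base sequences of these 3 windows occur once in the assembly. At 10 arm windows copy number was at least 2-fold higher in H3K9R. With a pseudocount of 0.1 RPM, or among windows with a mean of at least 5 RPM, 9 windows reached this ratio. The highest were X 50001 to 60000 at 4.14-fold, X 60001 to 70000 at 2.98-fold and X 80001 to 90000 at 2.97-fold, where between 9.73% and 39.1% of the 100-base sequences occur once in the assembly.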

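In H4K16R the median log2 ratio to HWT was 0.06 over the pericentric windows, with quartiles of -0.06 and 0.28, and 0.02 over the arm windows, with quartiles of -0.06 and 0.10. The averaged RPM of a pericentric window was 21.9 in H4K16R, and that of an arm window was 40.5. The paper's Student's T test gave p = 0.723 for pericentric windows and p = 0.536 for arm windows. As for H3K9R, the exact permutation test of library medians gave its smallest p, 0.33, in both classes. At pericentric windows these medians were 16.2 and 15.9 RPM in H4K16R against 15.8 and 15.4 RPM in HWT. That test therefore does not tell the H3K9R changes from differences as small as these. At pericentric windows, 29 were at least 2-fold higher in H4K16R and 2 were at most 0.5-fold. At arm windows, 0 differed by that much in either direction. Copy number was higher in H4K16R at 63.3% of the pericentric windows and 57.3% of the arm windows. By chromosome, the pericentric median was 0.22 on 3R, 0.21 on X and 0.16 on chromosome 4, and between -0.02 and 0.03 on 2L, 2R and 3L. The paired form of the paper's test on the log2 ratios of the windows gave p = 4.97e-56 at pericentric windows for a mean log2 ratio of 0.14. For arm windows the paired form of the paper's test gave p = 2.60e-09 for a mean of 0.030. Both treat neighbouring windows as independent, and with stretches as the unit, a choice made after the data were seen, the paired form of the paper's test gave p = 0.266 and p = 0.0140. With limma at an adjusted p cutoff of 0.001, 27 pericentric windows were higher in H4K16R and 3 were lower, and 1 arm window was higher. A limma fit of only the H4K16R and HWT libraries called 0 windows in either class at this cutoff, and at an unadjusted p under 0.05 it had 373 pericentric windows higher and 107 lower.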

We found no significant changes in copy number either at under-replicated regions in pericentric heterochromatin or along chromosome arms in *H4K16R* mutants (Figure 3C,D). These data demonstrate that H3K9 is required for normal under-replication at pericentric heterochromatin and suggest that under-replication along chromosome arms occurs in an H3K9-independent manner.

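The median H3K9R/HWT log2 ratio of the 36 pericentric stretches exceeded that of the 49 arm stretches by 1.05. A two-sided permutation test of the class labels of the stretches gave p = 1e-05, the smallest that 100000 resamples can give. All stretches come from the same libraries, so this p measures the spread between stretches and not between biological replicates. Arm windows had more reads in HWT than pericentric windows, so the classes were also compared at windows with 25.6 to 53.8 RPM in HWT, the quartiles of the arm windows. There the difference was 0.73, and the permutation p was again the smallest possible. Equal RPM is not equal copy number, so this does not match the classes for under-replication in HWT. Over all listed windows, a median of 49.5% of the 100-base sequences of a pericentric window occur once in the assembly, against 100% in an arm window. From its copy number data at under-replicated domains, the paper concludes that normal under-replication of pericentric heterochromatin requires H3K9. It proposes that under-replication along chromosome arms does not depend on H3K9 (Figure 3C,D).

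**Figure D2:**
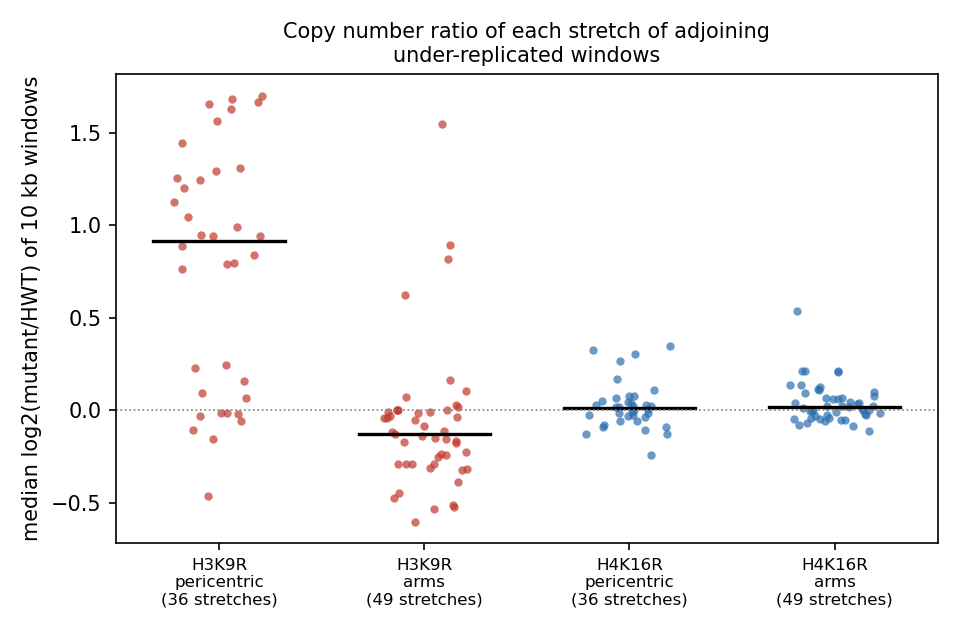
Median log2 ratio of mutant to HWT copy number of each stretch of adjoining 10 kb windows at under-replicated domains, 1 point per stretch, with black lines at the median over stretches. In H3K9R the stretches ran from -0.46 to 1.70 in pericentric heterochromatin and from -0.60 to 1.55 on the arms, and in H4K16R from -0.24 to 0.35 and from -0.11 to 0.54.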

## 4. Discussion

Here, we utilized a genetic platform for histone gene replacement to interrogate the function of replication-dependent H3K9 and H4K16 in *Drosophila* salivary gland endoreplication. We found that while H3K9 is important for salivary gland endoreplication, H4K16 is largely dispensable. We observed three phenotypes in *H3K9R* mutant salivary glands: (i) a decrease in the S phase index, (ii) a biphasic shift in replication timing toward both earlier and the very latest (i.e., chromocenter replication) patterns and (iii) a reduction in the level of under-replication at pericentric heterochromatin but not along chromosome arms. 

A decrease in the S phase index could result from a reduction in the number or duration of endo-S phases, an increase in the duration of G phase, or both. The *H3K9R* mutant salivary glands reach the same size as control, consistent with completion of the endoreplication program. In addition, the slower development of *H3K9R* mutant animals may result in longer G periods between endo S phases, thus further reducing the S phase index. Another possibility is that the endoreplication timing program is generally condensed in *H3K9R* mutants such that S phase occurs more quickly, accounting for the change in distribution of RT categories and contributing to the decrease in S phase index. These changes unlikely indirectly result from changes in transcription, as we did not detect significant changes in the expression of protein coding genes, including those encoding replication factors, in the replication-dependent *H3K9R* mutant [21,48]. 

The latest replicating sequences of polyploid salivary gland cells are not fully replicated each endocycle, yielding regions of the genome with decreased copy number, particularly in pericentric heterochromatin but also at specific loci along chromosome arms [12]. We suggest that the elevated number of *H3K9R* mutant salivary gland nuclei with a very late replication pattern, represented by PCNA staining of the chromocenter, results from more extensive replication of pericentric heterochromatin each endocycle. Consistent with such a failure of normal under-replication, in *H3K9R* mutants we detected an increase in DNA copy number at pericentric heterochromatin by whole genome sequencing, as well as altered chromocenter cytology [48]. Interestingly, we did not detect decreased under-replication along chromosome arms, indicating that replication-dependent H3K9 is particularly important for endoreplication control in pericentric heterochromatin. This result is reminiscent of our previous observations that replication-dependent *H3K9R* mutation disrupts HP1a recruitment, nucleosome occupancy and transposon repression at pericentric heterochromatin in diploid wing imaginal discs, without appreciably affecting the function of euchromatin [21,48,49]. An important caveat to our observations is that we cannot rule out a contribution from K9 of the variant histone H3.3 to under-replication along salivary gland polytene chromosome arms. Animals in which both H3.3 and replication-dependent H3 contain K9R mutations die as early first instar larvae, precluding the appropriate genetic experiment [49]. Similarly, our *H4K16R* analyses cannot rule out a small contribution from the replication-independent *His4r* gene, which resides outside the replication-dependent histone gene cluster and encodes a protein identical to replication-dependent H4 [21,57].

Our previous analysis of *H3K9R* diploid wing discs revealed only a small number of advanced RT changes within pericentric heterochromatin [21]. In contrast, our analyses here revealed that most under-replicated domains within pericentric heterochromatin increased in DNA copy number in *H3K9R* mutant polyploid salivary glands. These data suggest that replication-dependent H3K9 plays a more significant role in regulating under-replication during salivary gland endoreplication than in regulating late replication during the canonical diploid cell cycle. 

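Of the 36 pericentric stretches of adjoining windows, 28 had a median H3K9R/HWT log2 ratio above 0, a share of 77.8% (95% Wilson interval 61.9% to 88.3%). The interval takes the stretches, all from the same libraries, as independent and does not cover the spread between biological replicates. The ratio was at least 2-fold in 14 of them, or 38.9%. The longest stretch, 3R 1 to 3570000, had a median log2 ratio of 1.29 and a median RPM of 18.6 in H3K9R against 5.72 in HWT. The highest was 3L 25150001 to 25950000, with 7 genes including lovit and FASN3, at 1.70, with a median RPM of 66.8 in H3K9R against 19.9 in HWT. The lowest was chromosome 4 from 1200001 to 1220000, within Mitf, at -0.46 over 2 windows with a median of 9.82% unique 100-base sequences. The other stretches with a ratio below 0 lay between -0.16 and -0.02. The longest of these, X 22570001 to 22810000, was 240 kb long with a median of 100% unique 100-base sequences. Its median log2 ratio was -0.11 in H3K9R and -0.24 in H4K16R.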

Alternatively, these processes might be controlled by distinct mechanisms. The biological function of under-replication is not known and thus the consequence of losing pericentric under-replication is uncertain. Interestingly, *Rif1* mutants, which lack under-replication altogether [29], are viable and fertile [29,58].

What might be the mechanism by which H3K9 promotes under-replication of pericentric heterochromatin? Previous studies established SuUR as a key regulator of under-replication in polyploid genomes of *Drosophila* salivary glands [20,29,33,34,35]. Unlike *H3K9R* mutants, under-replication in *SuUR* mutants is reduced both along chromosome arms and at pericentric heterochromatin [33]. The mode of SuUR association with these two regions of the genome is different, being SNF2 domain-dependent and dynamic with replication forks and SNF2 domain-independent and more constitutive within pericentric heterochromatin [29]. SuUR forms a protein complex with Rif1, which recruits Protein Phosphatase 1 (PP1) and these interactions are required to promote under-replication [29]. In addition, HP1a and SuUR depend on one another for chromatin association [20,36]. Thus, one potential explanation for reduced pericentric heterochromatin under-replication in *H3K9R* mutants is the loss of pericentric HP1a [48]. In the absence of HP1a, SuUR’s constitutive association with pericentric heterochromatin is reduced [36], which may prevent the downstream effectors of under-replication, Rif1 and PP1, from properly suppressing replication at these regions of the genome.

In conclusion, our data indicate that under-replication at salivary gland pericentric heterochromatin occurs through an H3K9-dependent mechanism and therefore suggest that the hallmarks of constitutive heterochromatin, H3K9me and HP1a, are critical regulators of under-replication in *Drosophila* polyploid cells. 

## Figures and Tables

**Figure 1:**
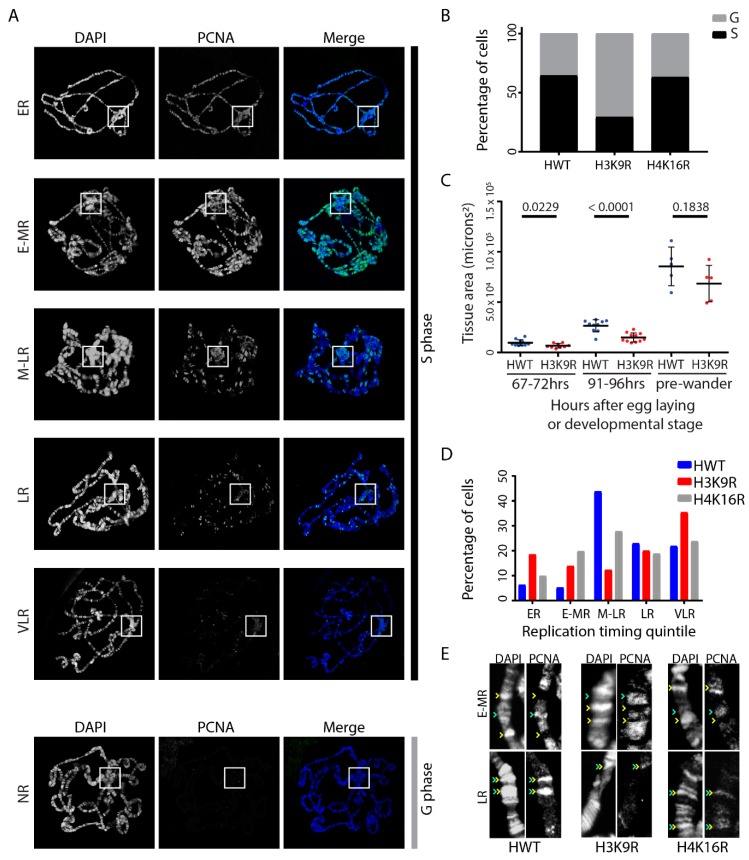
H3K9 promotes endoreplication of the *Drosophila* salivary gland. (**A**) Polytene chromosome spreads from *HWT* pre-wandering third-instar larvae stained for PCNA (green) and DAPI to detect DNA (blue). Representative early-replicating (ER), early/mid-replicating (E-MR), mid/late-replicating (M-LR), late-replicating (LR), very late-replicating (VLR) and non-replicating (*n*R) PCNA patterns are shown. White boxes designate the chromocenter as identified by HP1a staining (*HWT* and *H4K16R*) or cytologically (*H3K9R*) (*n*ot shown). (**B**) Percentage of PCNA-positive (S phase; black) and PCNA-negative (G phase; grey) polytene chromosome spreads for *HWT* (*n* = 211), *H3K9R* (*n* = 286; *p* < 0.001) and *H4K16R* (*n* = 284; *p* > 0.05) genotypes. Significance was determined using the Chi-squared test. All S phase measurements were taken at the pre-wandering developmental stage. (**C**) Salivary gland area of *HWT* and *H3K9R* at 67–72 h after egg deposition (*p* = 0.0229), 91–96 h after egg deposition (*p* < 0.0001) and at the pre-wandering third-instar larval stage (*p* = 0.1838) (Student’s *T* test). (**D**) Percentage of PCNA-positive polytene chromosome spreads in each of the five replication timing pattern categories shown in A for *HWT* (*n* = 96), *H3K9R* (*n* = 65; *p* < 0.00001) and *H4K16R* (*n* = 101; *p* = 0.004956) genotypes. Significance determined using the Chi-squared test and *HWT* data as the expected categories. (**E**) Representative chromosome arms with E-MR and LR PCNA-patterns for *HWT, H3K9R* and *H4K16R*. In E-MR patterns, PCNA colocalizes with DAPI-dim inter-bands (green arrowheads) but not DAPI-bright bands (yellow arrowheads). In LR patterns, PCNA colocalizes with DAPI-bright bands (green/yellow double arrowheads).

**Figure 2:**
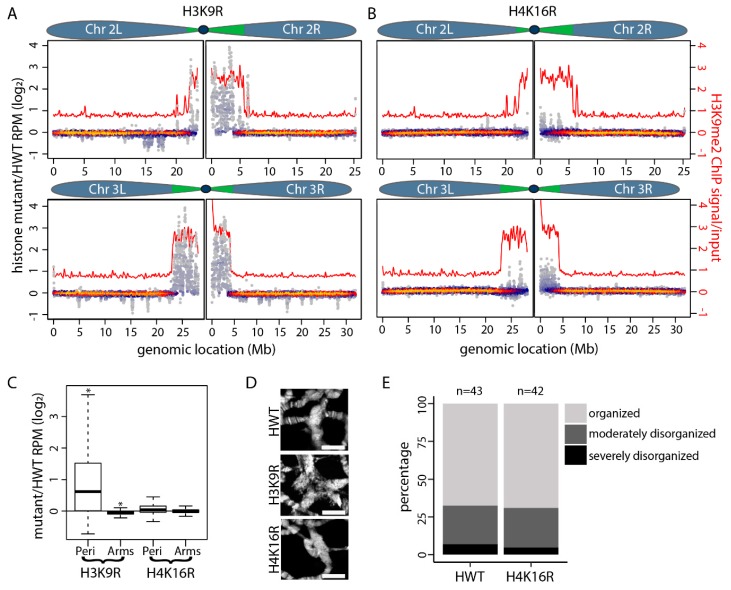
DNA copy number in pericentric heterochromatin is elevated in *H3K9R* mutants. (**A**,**B**) Heatscatter plot of (**A**) *H3K9R*/*HWT* log_2_ ratio and (**B**) *H4K16R*/*HWT* log_2_ ratio of normalized copy number at 10kb windows along Chromosomes 2 and 3. LOESS regression line of modENCODE H3K9me2 ChIP signal is shown in red (GSE47260). (**C**) Quantification of mutant/*HWT* ratio of normalized copy number at 10kb windows for all major chromosome scaffolds (Chromosomes 2L, 2R, 3L, 3R, 4 and X) separated into pericentromeres (Peri) and chromosome arms (Arms) (* = *p* < 0.001; Student’s *T* test). Coordinates for pericentromeres and chromosome arms were defined in References [52,53] (see also Figure S1). (**D**) Representative polytene chromosome chromocenter from *HWT*, *H3K9R* and *H4K16R* wandering third-instar salivary glands stained with DAPI. Scale bar = 10 µM. (**E**) Quantification of cytological categories for *HWT* and *H4K16R* chromocenters as performed in Reference [48]. *HWT* and *H4K16R* chromocenters shown in panel D represent the organized category whereas the *H3K9R* chromocenter shown represents the severely disorganized category, which we previously reported comprises 72% of *H3K9R* chromocenters [48]. The distribution of chromocenters among the three categories between *HWT* and *H4K16R* is not statistically different (*p* > 0.0001; Chi squared test).

**Figure 3:**
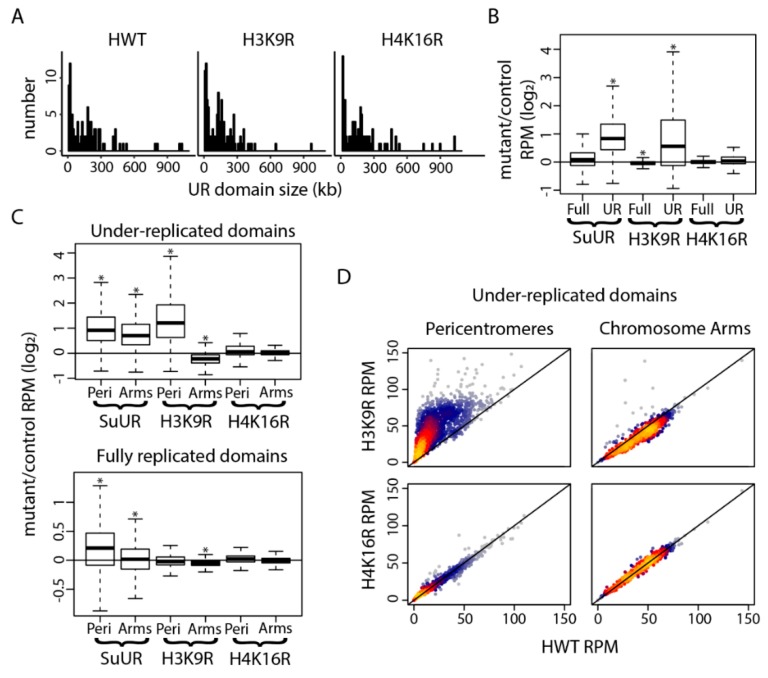
Under-replication of pericentric heterochromatin is H3K9-dependent. (**A**) Histogram of under-replicated domains identified by CNVnator [51] for *HWT*, *H3K9R* and *H4K16R* genotypes. Bin size is set to 10 kb. (**B**) Boxplot of the *SuUR/OregonR*, *H3K9R*/*HWT* and *H4K16R*/*HWT* log_2_ ratios of DNA copy number at 10 kb windows at fully replicated (Full) and under-replicated (UR) domains as defined by CNVnator [51] in *HWT* (* = *p* < 0.001; Student’s *T* test). (**C**) Boxplot of the *SuUR/OregonR*, *H3K9R*/*HWT* and *H4K16R*/*HWT* log_2_ ratios of normalized signal at 10kb windows at under-replicated domains (top panel) and fully replicated domains (bottom panel) in pericentromeres (Peri) or chromosome arms (Arms) (* = *p* < 0.001; Student’s *T* test). (**D**) Heatscatter plot of normalized signal at 10 kb windows at under-replicated domains in *HWT* versus *H3K9R* (top panels) or versus *H4K16R* (bottom panels) at pericentromeres (left panels) and chromosome arms (right panels).

## Supplementary Materials

The following are available online at http://www.mdpi.com/2073-4425/10/2/93/s1, Figure S1. DNA copy number in pericentric heterochromatin is elevated in *H3K9R* mutants. (A–C) Heatscatter plot of (A) *HWT* normalized copy number (log_2_), (B) *H3K9R* normalized copy number (log_2_) and (C) *H4K16R* normalized copy number (log_2_) at 10 kb windows along Chromosomes 2 and 3. LOESS regression line of modENCODE H3K9me2 ChIP signal is shown in red (GSE47260). (D) Heatscatter plot comparing normalized signal at 10 kb windows of two replicates each for *HWT*, *H3K9R* and *H4K16R* genotypes along all major chromosome scaffolds (Chromosomes 2L, 2R, 3L, 3R, 4 and X). Pearson’s correlation value is indicated.

# Supplementary material for: H3K9 Promotes Under-Replication of Pericentromeric Heterochromatin in Drosophila Salivary Gland Polytene Chromosomes
**Source:** Genes (Basel). 2019 Jan 29;10(2):93. doi: 10.3390/genes10020093
**Supplement:** Supplementary file 1

# Supplementary Materials

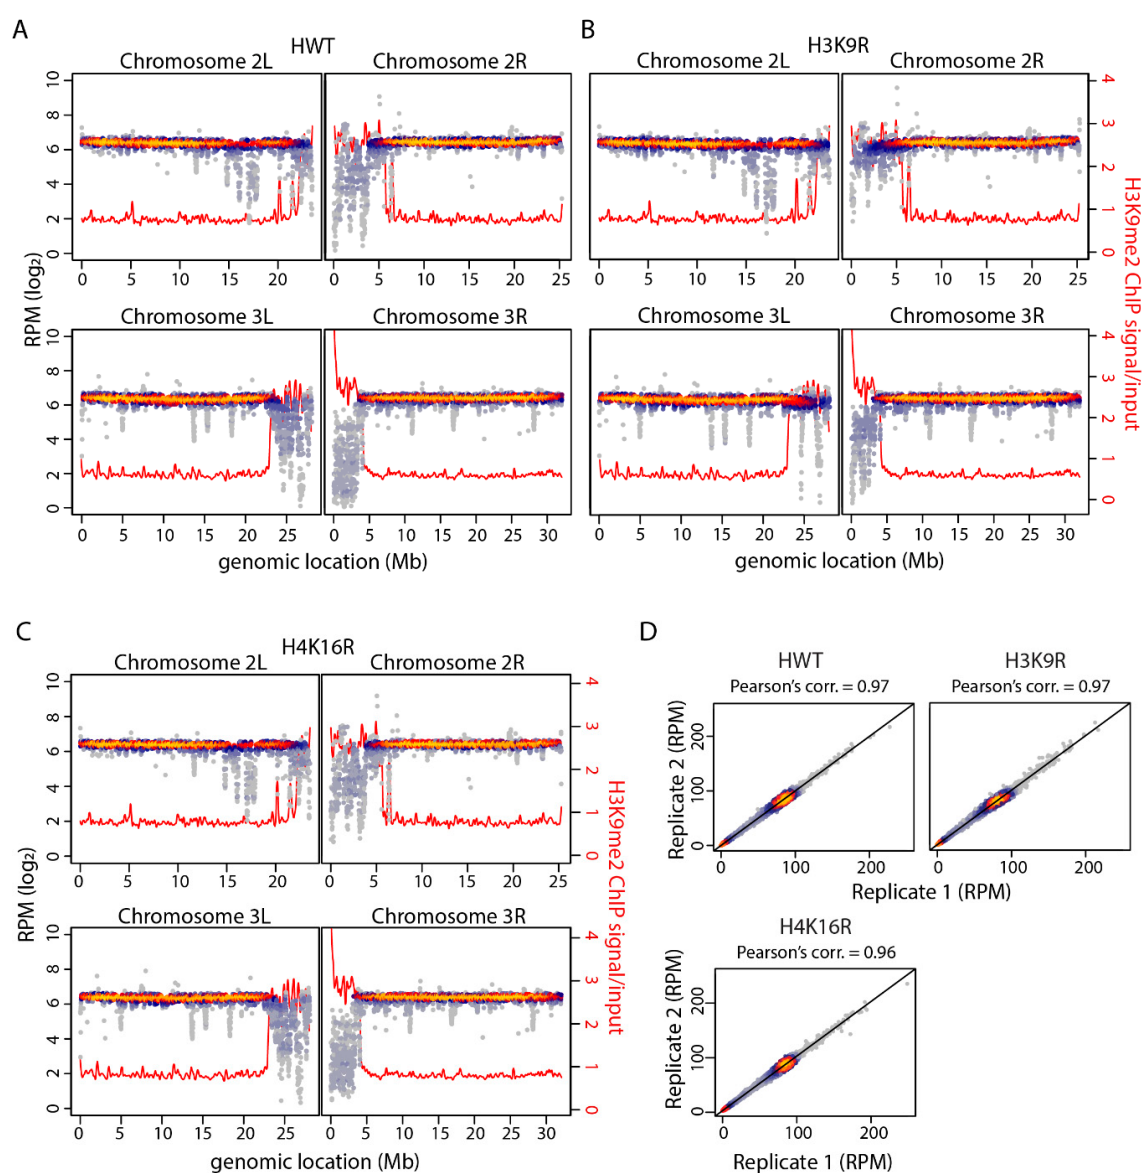

**Figure S1.** DNA copy number in pericentric heterochromatin is elevated in *H3K9R* mutants. **A–C)** Heatscatter plot of **A)** *HWT* normalized copy number ( $\log_2$ ), **B)** *H3K9R* normalized copy number ( $\log_2$ ) and **C)** *H4K16R* normalized copy number ( $\log_2$ ) at 10kb windows along Chromosomes 2 and 3. LOESS regression line of modENCODE H3K9me2 ChIP signal is shown in red (GSE47260). **D)** Heatscatter plot comparing normalized signal at 10kb windows of two replicates each for *HWT*, *H3K9R* and *H4K16R* genotypes along all major chromosome scaffolds (Chromosomes 2L, 2R, 3L, 3R, 4 and X). Pearson's correlation value is indicated.

How the deposited data were processed for this re-analysis (not part of the article)

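Genomic DNA was sequenced from salivary glands of wandering female larvae of 3 genotypes (HWT, H3K9R and H4K16R), with 2 biological replicates per genotype, each of 25 glands. The authors trimmed the paired 100 bp reads, aligned them to the dm6 assembly with Bowtie2, kept reads with a MAPQ above 10 and counted them in 10 kb windows with BEDTools. The authors then normalized each library to its depth as RPM (reads per 1000000 reads) and averaged the RPM of the 2 replicates of a genotype, and these averages are the values analysed here. The windows are those at under-replicated domains that the authors called in HWT with CNVnator (bins of 1000 bases, domains larger than 10 kb), in 1 list for pericentric heterochromatin and 1 for chromosome arms. Each list gives 3 averages per window. The columns of single replicates not used number 0, since the lists hold averages alone.

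Windows listed by the authors more than once (6 of 2195) were kept as listed in the comparisons of windows and counted once in sums, stretches and models, which leaves 2189 windows. For each window the log2 ratio of the averaged RPM of a mutant to that of HWT was computed without a pseudocount, and windows at 0 in either genotype were left out. The main value of a comparison is the median over windows. The paper names a Student's T test with a cutoff of 0.001, and its text does not state whether windows were paired, whether variances were taken as equal, or whether RPM or log2 values were used. The two-sided unpaired form with equal variances on the averaged RPM of windows was chosen here before the data were examined, with paired and log2 forms as alternatives. It treats neighbouring windows as independent. Windows with a ratio of at least 2 or at most 0.5 were counted. Adjoining windows of a list were joined into stretches, which stand in for the domains. The difference between pericentric and arm stretches was tested with 100000 permutations of the class labels. Seeds of random draws were fixed.

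Each average is the mean of a pair of RPM values, so it is a sum of whole read numbers divided by the totals of 2 libraries. The pair of totals that gives whole numbers was searched for in each genotype, and it gave whole numbers for 100% of the averages. The same search, tested on simulated data, returned the simulated totals and reads. The libraries hold between 18681787 and 26685461 reads, of which between 6.17% and 8.96% fall in the listed windows. A single read is between 0.0375 and 0.0535 RPM. The averages do not tell which library is which replicate, and the 2 are called deeper and shallower by their totals. Values of single libraries, the exact permutation test of library medians and limma rest on these derived reads and were chosen after the averages had been examined.

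limma (lmFit and eBayes) was fitted to log2(RPM + 1) of the 6 derived libraries over the 2177 windows with a read in any library, with Benjamini-Hochberg adjustment over these windows. The design written before the data were examined foresaw limma as the main count where values of single replicates were given, and a count of ratios where averages alone were given. The averages made the count of ratios the main one, and limma is reported as an alternative. On simulated libraries with the real depths and an extra spread of 4.66% per window, 200 windows with at least 5 RPM were changed 1.5-fold. At an adjusted p cutoff of 0.001, limma recovered 148 of them (74%), with 0 calls among unchanged windows.

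From the dm6 sequence and its annotation, each window was given its GC content, its genes and the share of its 100-base sequences that occur once in the assembly. Another measure was the share of its 100-base sequences that also occur in pericentric windows of the list, in unplaced scaffolds or on Y. Positions are 1-based. The windows named in the text were chosen by a rule set before the data were examined. They are the 3 windows with the highest and the 3 with the lowest H3K9R/HWT ratio of each list among those with at least 1 RPM in HWT, the longest stretch of each list, and the stretches with the highest and the lowest ratio. The windows of at least 16-fold were named because the paper states such an increase. The X tip, the ends of other chromosome arms, the histone gene cluster and the other windows of the closing section were chosen after their values were seen.

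The alternatives were a pseudocount of 1 or 0.1 RPM, a minimum of 5 RPM, the mean or the ratio of sums in place of the median, stretches in place of windows and a scaling to the arm windows with the top 10% of HWT RPM. Further alternatives were a ratio of 1.5 in place of 2, paired and log2 forms of the test, leaving out chromosome 4 and X, and joining windows up to 10 kb apart. Alternatives chosen after seeing the data were Welch's T test, and a paired t test and an exact sign test on the log2 ratios of stretches. Others so chosen were each window counted once, windows with at least 80% unique sequence, limma and leaving out each derived library in turn. For the numbers of windows that differ, the pseudocount of 1 RPM was also chosen then. Windows outside under-replicated domains, the domains called in the mutants, SuUR data and H3K9me2 data are not analysed here. The precision of a window's value is limited by its reads and by the 2 libraries of a genotype. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.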

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

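The tests in this part were chosen after the ratios had been seen, and so were the windows, which were picked for a high ratio. In 4 stretches on chromosome arms, at least 2 windows with at least 1 RPM in HWT had an H3K9R/HWT log2 ratio above 0.5, while the arms as a whole fell. The paper does not report on these places. In every such window both H3K9R libraries were above both HWT libraries.

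At the tip of X, the 10 windows from 1 to 100000 had a median log2 ratio of 1.13, and the H4K16R/HWT ratio was 0.16. The 3 windows at 2L 20170001 to 20200000 had a median of 0.81 in H3K9R and 0.12 in H4K16R. A technical explanation is that reads from pericentric repeats, which rise in H3K9R in the listed windows, or from unplaced or Y sequence, whose change in H3K9R is not analysed here, were aligned here. The median share of 100-base sequences that also occur in pericentric windows, unplaced scaffolds or Y was 79.2% at the tip of X and 76.1% on 2L. Only reads with a MAPQ above 10 were counted, a filter that removes reads of low mapping confidence. The share therefore does not tell how many counted reads came from such repeats, although these ratios may come from them. Outside the 4 stretches, the 27 arm windows with at least 50% shared sequence had a median log2 ratio of -0.004, against -0.28 at the 633 arm windows with at least 95% unique sequence. Windows with shared sequence were thus higher than unique ones there too, but far below the 4 stretches. The single window 3R 7700001 to 7710000, with 89.8% shared sequence, stood at 0.60. A higher copy number of the X and 2L sequence itself cannot be told apart from the shared reads.

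At the tip of 2R, the 2 windows from 25270001 to 25286936 had a median log2 ratio of 1.55 in H3K9R and 0.54 in H4K16R. The shared sequence was 37.6% over them, with 58.7% in one and 16.5% in the other, which is too mixed to tell shared reads from a change at the tip.

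At the tip of 3L, the 3 windows from 40001 to 70000 had a median log2 ratio of 0.83 in H3K9R. All of their 100-base sequences occur once in the assembly and 0% occur in pericentric windows, unplaced scaffolds or Y, so shared reads do not account for the increase. The H4K16R/HWT ratio at the same windows was 0.37. A duplication or another copy number difference between the stocks could raise a mutant over HWT without a change in replication. The ratio in H4K16R, above 0 but below that in H3K9R, does not separate this from less under-replication at the tip. A biological explanation would be that under-replication near this telomere depends on H3K9, and it cannot be told apart from a difference between the stocks.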

How the results depend on the processing

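For 12 results, 133 alternatives were computed. In 101 of them the result kept its direction and its side of the threshold, or moved by less than the spread between libraries. A number of windows was counted among these if it stayed within 1.5 times the number reported. The result was weaker in 4, stronger in 2, moved in 26 and reversed in 0. Numbers of windows were not scored by direction. At arm windows of H3K9R, all counted windows were higher at a ratio of 2, but most were lower at a ratio of 1.5 and with limma. These alternatives were counted as moved. Alternatives based on derived libraries, on limma, on unique sequence and on windows counted once were chosen after seeing the data. So were Welch's T test, tests of the ratios of stretches and, for the numbers of windows that differ, a pseudocount of 1 RPM. The others were set before the data were examined.

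The increase at pericentric windows of H3K9R kept its direction in all 18 alternatives, with values from 0.77 (mean over stretches) to 1.57 (windows with at least 80% unique sequence). It passed the cutoff in each that had a test except the exact sign test of the 36 stretches (0.91, two-sided p = 0.00119). Without each library in turn it lay between 1.19 and 1.23. The decrease at arm windows kept its direction in all 18 alternatives, with values from -0.27 to -0.081. It no longer passed the cutoff with stretches as the unit (-0.13, where the unpaired form of the paper's Student's T test gave p = 0.796) or with RPM scaled to the arm windows with the top 10% of HWT RPM (-0.085, where that test of the paper gave p = 0.441). This scaling shifts all H3K9R ratios by 0.14, since those windows themselves fell by 0.14. The unpaired form sets the decrease against the spread of RPM between stretches. On the log2 ratios of the 49 stretches, the paired form of the paper's test did not pass either (p = 0.141), for a mean of -0.081 that includes the 4 stretches that rose, while the exact sign test passed (-0.13, two-sided p = 0.000142). Without each library in turn the arm value lay between -0.22 and -0.21.

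The H4K16R ratios stayed above 0 in all alternatives, with values from 0.011 to 0.14 at pericentric windows and from 0.013 to 0.040 at arm windows. With the paired form of the paper's test on log2 ratios they passed the cutoff, at a mean of 0.14 (p = 4.97e-56) and of 0.030 (p = 2.60e-09). The unpaired form of the paper's test on the same log2 values gave p = 0.0128 and p = 0.527, so they pass only with windows paired. They also pass only with neighbouring windows counted as independent. On the ratios of stretches, the paired form of the paper's test gave p = 0.266 and p = 0.0140, and exact sign tests (two-sided) gave p = 0.618 and p = 0.253. Without each library in turn the medians lay between 0.054 and 0.064 at pericentric windows and between 0.014 and 0.024 at arm windows.

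The number of pericentric windows that differ between H3K9R and HWT was 810 at a ratio of 2, and 1243 with limma at an adjusted p under 0.05 (1231 higher and 12 lower). In the other alternatives it was within 1.5 times the number reported. The number of arm windows depended on the criterion. It was 10, all higher, at a ratio of 2, and 92 (19 higher and 73 lower) at a ratio of 1.5. With limma it was 178 (22 higher and 156 lower) at an adjusted p under 0.001, 491 (37 higher and 454 lower) at 0.05, and 146 (21 higher and 125 lower) in a fit of the 2 genotypes alone at 0.001. A ratio of 2 therefore does not show the decrease, which is smaller. For H4K16R, 31 pericentric windows passed a ratio of 2, against 16 with a mean of at least 5 RPM, 149 at a ratio of 1.5, 5 with a pseudocount of 1 RPM, 30 with limma at 0.001 and 281 (232 higher and 49 lower) with limma at 0.05. A limma fit of H4K16R and HWT alone called 0 of them, with 373 higher and 107 lower at an unadjusted p under 0.05. At arm windows of H4K16R the number was 0 at a ratio of 2, 4 at a ratio of 1.5, and 1 and 37 with limma at 0.001 and 0.05. Without each library in turn, the numbers ran from 795 to 814 and from 9 to 10 for H3K9R at pericentric and arm windows, and from 35 to 42 and from 0 to 1 for H4K16R.

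The 4 windows of at least 16-fold rest on 2.22 to 4.37 RPM in HWT. Their number was 0 with a pseudocount of 1 RPM and 0 among windows with at least 5 RPM in HWT, and it ran from 3 to 8 without each library in turn. The share of pericentric stretches with a higher copy number was 77.8%, between 76.5% and 80.6% with other ways of forming or summarising stretches, and 38.9% with a 2-fold increase as the limit. The lowest correlation between libraries was 0.993 on RPM and 0.994 on log2(RPM + 1). The difference between pericentric and arm stretches was between 0.73 and 1.12 in its 3 alternatives, all with the smallest p that the permutations can give.

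No paired analysis was possible because the columns of the averaged tables carry no replicate numbers, and the derived libraries cannot be assigned to them. The sequencing reads of the single libraries are not analysed here. The replicate block was therefore not run, nor was a model of counts with DESeq2. The alternatives that leave out a replicate column were replaced by those that leave out a derived library. With 2 libraries per genotype, an exact permutation test of a single value cannot go below 0.33, so no test of that kind can pass the paper's cutoff.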

Differences from the paper's values

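For the decrease at arm windows in H3K9R, the paper's p value is 4.429e-10 as an upper limit, and the paper's Student's T test, taken here as unpaired on the averaged RPM of the 812 windows, gave p = 4.428e-06. Of the alternatives set before the data were examined, only the paired form of the paper's test on log2 ratios lies below that limit, at p = 5.86e-61, and the others stayed above it. The p value of the unpaired form of the paper's test was unchanged where only the summary or the pseudocount changed, and it was 2.58e-06 with at least 5 RPM in HWT, 4.49e-08 without chromosome 4 and X, 0.441 after scaling and 0.796 with stretches as the unit. The unpaired form of the paper's test on log2 RPM gave p = 2.25e-05. Welch's T test in place of the paper's, chosen after the values were seen, gave p = 4.429e-06, which has the leading digits of the paper's value and another exponent. All of these lie on the same side of the paper's cutoff of 0.001, except those after scaling and with stretches as the unit. With stretches as the unit, tests of their ratios chosen after the values were seen gave p = 0.141 with the paired form of the paper's test and p = 0.000142 with an exact sign test. Counting each window once, also chosen after the values were seen, gave p = 2.22e-06 with the paper's test, and windows with at least 80% unique sequence gave p = 1.44e-09.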

Other observations

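All tests in this part were chosen after the patterns had been seen.

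At autosomal arm windows in which at least 95% of the 100-base sequences occur once in the assembly, outside the 4 stretches that rose, the median H3K9R/HWT log2 ratio was -0.31 over 494 windows, and 24 of 25 stretches were below 0. The median H4K16R ratio there was 0.01. Several technical explanations were tested. The reads added in the listed pericentric windows would shift all other windows by -0.047, which leaves most of the decrease. Reads on sequence outside the lists are not counted in that value, but they would act as a factor common to all windows. With a common factor, windows with few and many reads in HWT would fall by the same log2 amount. Of 3 groups of windows of about equal size, the group with the lowest HWT RPM fell more than the group with the highest, by a difference of -0.246 (95% bootstrap interval over stretches -0.34 to -0.11). GC content alone does not account for the decrease, since X windows of the same GC content (39.8% to 42.7%) had a median of -0.074 against -0.32 on autosomes. The upper bound of the 95% bootstrap interval of this difference over stretches was -0.12. Among autosomal windows the ratio ran from -0.37 in the lowest to -0.27 in the highest of 3 groups by GC content, so GC content may account for a part. If the H3K9R samples held less DNA from fully replicated cells, the fall in RPM would be at least as large where HWT RPM is lowest, whereas the fall in the group with the lowest HWT RPM was 0.575 times that in the group with the highest. Both H3K9R libraries were below both HWT libraries at 89.1% of the windows, where chance gives 16.7%. These explanations were tested singly. A common factor together with less DNA from fully replicated cells would take the same RPM, beyond the factor, from windows of autosomes and of X. The autosomal windows lost 3.28 RPM beyond a factor, and the X windows lost none, at -2.08 RPM. The 95% bootstrap interval of the difference over stretches, from 2000 resamples, was -0.573 to 9.51 RPM, which includes 0. A loss of 3.95 RPM beyond a factor, which gives the autosomal difference between low and high HWT RPM, would give -0.223 on X, where 0.0846 was measured. The 95% bootstrap interval of measured minus expected over stretches was -0.0061 to 0.774. The combination is therefore only just inside both intervals, and the decrease cannot be told apart from it. More under-replication of autosomal arm domains in H3K9R remains a candidate explanation, and the paper names newly identified domains in H3K9R as a possible reason for the decrease.

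On the X chromosome the decrease was smaller. The median was -0.08 over 139 arm windows with at least 95% unique sequence, with 6 of 8 stretches below 0. The difference between the medians of autosomal and X stretches was -0.25, and a two-sided permutation test of the labels of the stretches gave p = 0.00459. That p measures the spread between stretches of the same libraries, not between biological replicates. At the HWT RPM between the quartiles of the X windows, the autosomal ratio was below that of X by the same order, with a difference of -0.267, so a different copy number in HWT does not account for it. A constant factor on X, as from a difference in the sex of the larvae, would leave the ratio in the group with the lowest HWT RPM below that in the group with the highest, as on the autosomes. On X it was above it by 0.0846, and the 95% bootstrap interval of the difference from the autosomes, 0.113 to 0.508, excludes a factor alone. All larvae were female according to the paper. A factor on X together with less DNA from fully replicated cells was not excluded, although the measured values lean against it. The lower bounds given above were -0.573 RPM for the loss and -0.0061 for the difference between low and high HWT RPM. The smaller decrease on X therefore cannot be told apart from that combination, and a difference in added under-replication between X and autosomes remains a hypothesis.

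The stretch 2L 21400001 to 21570000 holds 111 histone genes, from 21416953 to 21541681, and its H3K9R/HWT log2 ratio was -0.01. In 13 of its 17 windows under 20% of the 100-base sequences occur once in the assembly. The other 4 windows had 6.19 to 10.7 RPM in HWT, 6.21 to 11.4 RPM in H3K9R and 7.26 to 11.3 RPM in H4K16R. Reads that map to several places do not account for these values, since the 36 other arm windows with the same share of unique sequence had a median of 49.7 RPM in HWT and a lowest value of 29.6 RPM. In these genotypes the endogenous histone genes were deleted and replaced with transgenic copies, as the paper describes. Reads from the transgenes were not separated here. A candidate explanation is that the 4 windows are low because of the deletion rather than under-replication, which was not tested further. Over all 17 windows of the stretch, HWT had a mean of 22.3 RPM and a median of 14.4 RPM. These windows were kept in the medians over all arm windows, and the stretch is among the 38 arm stretches below 0. The 13 windows with less unique sequence were not compared with other windows.

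At the 509 pericentric windows with less than 10 RPM in HWT, the median H4K16R/HWT log2 ratio was 0.35, an added 1.03 RPM, and both H4K16R libraries were above both HWT libraries at 68.4% of them. At the other 859 windows the median was -0.01. Windows chosen for a low value would rise by noise alone, but the ratio against the HWT library that was not used to choose the windows was still 0.339 at the lower of the 2 choices. GC content alone does not account for the increase, since in each of 3 groups by GC content the ratio exceeded that of the other pericentric windows of the same GC content, by at least 0.301. DNA from fully replicated cells in the H4K16R samples would add less RPM the higher the HWT RPM of a window, and none only at the level of fully replicated sequence, taken as at least 40.8 RPM, the HWT median of the arm windows. From 10 RPM up to that level, 113 windows with at least 80% unique sequence changed by a median of -1.35 RPM, where the 143 such windows below 10 RPM would have given 0.477 RPM. The upper bound of the 95% bootstrap interval of this difference over stretches was -0.605 RPM, so such DNA alone does not account for the pattern at these windows. With at least 50% unique sequence the upper bound was -0.227 RPM, and over windows of any share of unique sequence it was 0.0974 RPM, which does not exclude it. Such DNA together with a factor that lowers pericentric windows would add the same RPM on each chromosome where HWT RPM is low. The added RPM of the chromosomes, at windows of mostly unique sequence, differed by 0.382 RPM, from 0.765 on X to 1.15 on 2R, which is too close to rule this out. A small loss of under-replication in H4K16R therefore cannot be told apart from that combination, and it would not lower the windows with more reads either. At the same windows the H3K9R ratio was 1.94.

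The window 3L 30001 to 40000 had 1 read in HWT, 2 reads in H3K9R and 1 read in H4K16R, summed over the libraries, although 94.2% of its 100-base sequences occur once in the assembly. It was the only window without an assembly gap below 1 RPM in all genotypes. No explanation was tested for it.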
